# Oncogene Activation Induces Metabolic Transformation Resulting in Insulin-Independence in Human Breast Cancer Cells

**DOI:** 10.1371/journal.pone.0017959

**Published:** 2011-03-17

**Authors:** Aliccia Bollig-Fischer, T. Gregory Dewey, Stephen P. Ethier

## Abstract

Normal breast epithelial cells require insulin and EGF for growth in serum-free media. We previously demonstrated that over expression of breast cancer oncogenes transforms MCF10A cells to an insulin-independent phenotype. Additionally, most breast cancer cell lines are insulin-independent for growth. In this study, we investigated the mechanism by which oncogene over expression transforms MCF10A cells to an insulin-independent phenotype. Analysis of the effects of various concentrations of insulin and/or IGF-I on proliferation of MCF10A cells demonstrated that some of the effects of insulin were independent from those of IGF-I, suggesting that oncogene over expression drives a true insulin-independent proliferative phenotype. To test this hypothesis, we examined metabolic functions of insulin signaling in insulin-dependent and insulin-independent cells. HER2 over expression in MCF10A cells resulted in glucose uptake in the absence of insulin at a rate equal to insulin-induced glucose uptake in non-transduced cells. We found that a diverse set of oncogenes induced the same result. To gain insight into how HER2 oncogene signaling affected increased insulin-independent glucose uptake we compared HER2-regulated gene expression signatures in MCF10A and HER2 over expressing MCF10A cells by differential analysis of time series gene expression data from cells treated with a HER2 inhibitor. This analysis identified genes specifically regulated by the HER2 oncogene, including VAMP8 and PHGDH, which have known functions in glucose uptake and processing of glycolytic intermediates, respectively. Moreover, these genes specifically implicated in HER2 oncogene-driven transformation are commonly altered in human breast cancer cells. These results highlight the diversity of oncogene effects on cell regulatory pathways and the importance of oncogene-driven metabolic transformation in breast cancer.

## Introduction

Tumor cell metabolism is unlike that of normal cells. The earliest recognized metabolic distinction for cancer cells is their adaptation to metabolize glucose by glycolysis even when there is sufficient oxygen to metabolize glucose via the Krebs cycle. Known as the Warburg effect, it is a common feature of cancer cells [1]. Compared to oxidative phosphorylation, aerobic glycolysis produces less ATP per molecule of glucose, but it is advantageous for cancer growth because of the increased availability of glycolytic intermediates to produce biosynthetic precursors, including amino acids, lipids and nucleotides. In conjunction with aerobic glycolysis, increased fatty acid synthesis and mitochondrial glutamine metabolism contribute to enhanced tumor cell metabolism that provides an abundance of cellular building blocks necessary for unmitigated cell growth and proliferation [2], [3], [4]. Metabolic pathways and enzymes have been identified as important regulators of cancer cell growth [5], [6], [7], [8], and what is already known of cancer cell metabolism has been successfully exploited to image cancer in patients through detection of enhanced uptake of ^18^F-deoxyglucose by positron emission tomography (FDG-PET) [9]. Recently, metabolic targeting has emerged as a therapeutic strategy resulting in novel types of anticancer agents that could have broad therapeutic applications [10].

Recent studies suggest that proto-oncogenes exert regulatory effects on metabolism in normal cells, and that tumorigenic mutations and genomic amplification of these genes contribute to the metabolic autonomy observed in tumor cells [7]. Thus, oncogene signaling not only activates cancer cell mitogenic pathways that drive unchecked growth of cancer, but also promotes a coordinated metabolic transformation of cancer cells by activating metabolic pathways and transcriptionally regulating metabolic enzymes. PI3K/AKT, Ras, cMyc and HER2 are examples of oncogenes that promote growth factor-independent growth and metabolic autonomy in cancer cells [11], [12], [13], [14]. In breast cancer cells, the HER2 oncogene activates signaling pathways that regulate the activities of PI3K/AKT, Ras, mTOR, Src, and HIF1α [15], [16], [17]. Also, HER2 signaling has been shown to transcriptionally up-regulate the glycolytic enzyme LDHA [12]. Reports describing cancer cell metabolism are abundant, but aerobic glycolysis and many of the same metabolic pathways and metabolic enzymes activated in cancer cells are also up-regulated or activated in rapidly proliferating normal cells [5], [18], [19], [20], [21]. If an anticancer strategy through metabolic molecular targeting is to be realized it must be determined how cancer cell metabolism is abnormally regulated compared to normal proliferating cells. But, how the metabolism of normal proliferating cells and cancer cells differ has not yet been completely elucidated.

In several studies from our laboratory, we have demonstrated that oncogenes can transform normal cells to a state of insulin-independence [22], [23]. For many years, the acquisition of insulin-independence was considered to be a surrogate for IGF-I independence and was thus associated with the mitogenic effects of the oncogenes. However, in the present study, we show that oncogene-induced insulin-independence also represents a metabolic transformation, which is a result of oncogene-regulated changes to gene transcription. Thus, the ability to induce metabolic transformation is a key feature of the HER2 oncogene as well as other important breast cancer oncogenes,. In this report we present novel methods to analyze an oncogene-regulated transcriptome to identify dysregulated genes in a transformed cell that participate in the emergence of metabolic changes associated with insulin-independent proliferation, particularly genes related to glucose uptake and glycolysis.

## Results

Several years ago, we developed a serum-free cell culture system that supports continuous proliferation of human mammary epithelial (HME) cells. Using these culture conditions, we and others found that HME cells in general, and MCF10A cells in particular, have an absolute requirement for insulin and EGF for continuous growth in serum-free media. More recently, we have shown that MCF10A cells stably transduced to over express known oncogenes no longer require insulin for proliferation, though they still depend on EGF [22], [23]. Among the oncogenes that can transform cells to insulin-independence are HER2, WHSC1L1, TC1, DDHD2 and FGFR2. Furthermore, these oncogene over expressing, insulin-independent cells exhibit other transformed phenotypes such as anchorage-independent growth and disrupted epithelial architecture in three-dimensional morphogenesis assays [22], [23]. Of significance, we have observed the insulin-independence phenotype in most of the human breast cancer cell lines developed in our laboratory (Figure 1A).

**Figure 1:**
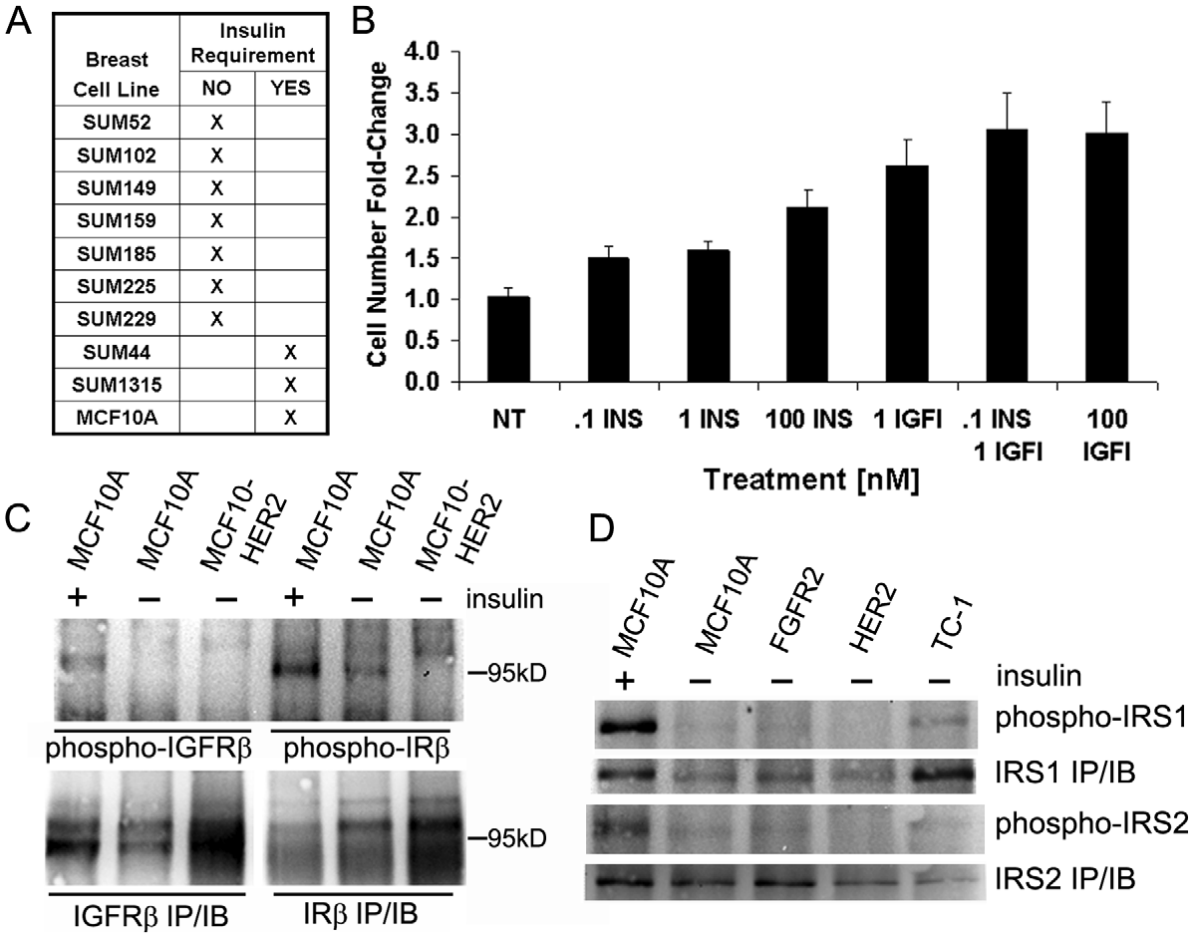
Receptor activation and insulin-induced proliferation in breast cells. (A) A list of breast cancer cell lines indicating if they proliferate without insulin in serum-free conditions, including the nontransformed breast epithelial cell line MCF10A. (B) The effects of a range of insulin and IGF-I treatments on proliferation of MCF10A cells in 72 hours. Physiological concentrations of insulin and IGF-I increased MCF10A proliferation (*Bars*, standard error). (C) Immunoblot analysis of phosphorylated IGF-IR and IR in MCF10A and MCF10HER2 cells. Receptors were immunoprecipitated from 1 mg of whole cell lysate, 50% of the eluent was loaded per gel lane and either tyrosine phosphorylated (phospho, *upper*) or total receptor (IP/IB, *lower*) levels were probed. (D) Immunoblot analysis of phosphorylated IRS1 and IRS2 in MCF10A and MCF10A-derived cell lines transduced to stably over express HER2, TC1, and FGFR2 oncogenes. Samples were immunoprecipitated from 1 mg of whole cell lysate, 50% of the eluent was loaded onto gel lanes and probed for either total IRS1 (IRS1 IP/IB) or phosphorylated (phospho-) IRS1 protein. Immunoprecipitated phosphorylated IRS2 levels (phospho) and total IRS2 (IRS2 IP/IB) were similarly detected.

The supraphysiological concentration of insulin used to routinely culture MCF10A cells causes activation of both the IR and IGF-IR [24]. To examine the relative contributions of signaling from the IR and the IGF-IR in MCF10A cell proliferation, we measured the proliferative response of MCF10A cells to various concentrations of insulin in our serum-free culture conditions, including low concentrations that do not bind the IGF-IR. MCF10A cells cultured without insulin showed no significant increase in cell number during the experiment. MCF10A cells treated with insulin at the physiological concentration of 0.1 nM demonstrated a 50% increase in cell number in 72 hours (Figure 1B). Treatment with a 10-fold greater concentration of insulin (1 nM) elicited no further increase in proliferation; however, insulin at 100 nM resulted in a 110% increase in cell number. IGF-I at the physiological concentration of 1 nM induced a 160% increase in MCF10A cell numbers (Figure 1B), and co-treatment with 0.1 nM insulin plus 1 nM IGF-I induced an additional 45% increase in cell number. Cell proliferation induced in co-treated cultures was equal to the response induced by a supraphysiological concentration of IGF-I (200%), which binds both the IR and IGF-IR. These results indicate that under normal growth conditions, activation of both the IR and IGF-IR plays a role in supporting cell proliferation under serum-free conditions.

To confirm the role of both receptors in the proliferative response to insulin in MCF10A cells, we immunoprecipitated IR and IGF-IR from cells treated with the standard supraphysiological concentration of insulin, and probed the immunoprecipitates for receptor abundance and for tyrosine phosphorylation. In the same experiment we examined IR and IGF-IR tyrosine phosphorylation in insulin-independent MCF10HER2 cells (MCF10A cells transformed by stable HER2 over expression). Figure 1C shows that the IR and IGF-IR were readily detectable in MCF10A cells cultured with and without insulin in serum-free media, and removal of insulin from the medium resulted in loss of IR and IGF-IR tyrosine phosphorylation (Figure 1C). In agreement with this finding, immunobloting for tyrosine phosphorylated IRS1 and IRS2, downstream targets of IR and IGF-IR kinase activity, showed that tyrosine phosphorylation of IRS1 and IRS2 in MCF10A cells was insulin-dependent (Figure 1D). In insulin-independent MCF10HER2 cells cultured in serum-free, insulin-free medium, tyrosine phosphorylated IR, IGF-IR, IRS1 and IRS2 were not detected. These results indicate that insulin-independent growth of the HER2 oncogene-transformed cell line is not the result of constitutive activation of the IR or the IGF-IR. Immunoblot analysis showed that IRS1 and IRS2 were also not tyrosine phosphorylated in insulin-independent MCF10A cells transformed by TC1 or FGFR2 cultured in serum-free media without added insulin (Figure 1D).

### Insulin regulates high-level glucose uptake by MCF10A cells, oncogene-transformed cells show high-level uptake independent of insulin

We observed that oncogene-transformed MCF10A cells acquired independence of the mitogenic signal originating from the IGF-IR and unlike nontransformed cells no longer required insulin for proliferation in serum-free culture conditions. Next, we examined how independence from a metabolic signal originating from the IR related to glucose uptake in cultures of insulin-independent oncogene-transformed cells. In insulin-dependent cells, activated IR induces glucose uptake via facilitated transport [25]. To measure the amount of glucose taken up by insulin-dependent and insulin-independent cells, we quantified the amount of glucose in the culture media collected at the start and end of the experiment and expressed the difference relative to cell number. Measurements were taken under conditions with or without insulin added to the serum-free culture media. Results graphed in Figure 2 show that over the course of 48 hours, the amount of glucose taken up by nontransformed MCF10A cells in the absence of insulin was 0.26 mg/ml/10^6^ cells, and the presence of insulin increased glucose uptake 5.4-fold. For MCF10A cells transformed by over expression of HER2, TC1, DDHD2, WHSC1L1 or FGFR2, glucose uptake in their routine insulin-free, serum-free medium was equal to or greater than that observed for parental MCF10A cells cultured in the presence of insulin. Over expression of WHSC1L1 elicited the highest glucose uptake in the absence of insulin, 2.03 mg/ml/10^6^ cells. The addition of insulin to the media caused an additional significant increase in glucose uptake in cells over expressing HER2, TC1 or DDHD2, indicating that these cells, despite being insulin-independent, are still responsive to insulin. These data show that in nontransformed breast epithelial cells, insulin was required for high-level glucose uptake, and that oncogene transformed cells became insulin-independent for similar high-level glucose uptake. Thus, in addition to their well know effects on mitogenic signaling, oncogenes such as HER2 and others play a role in metabolic transformation.

**Figure 2:**
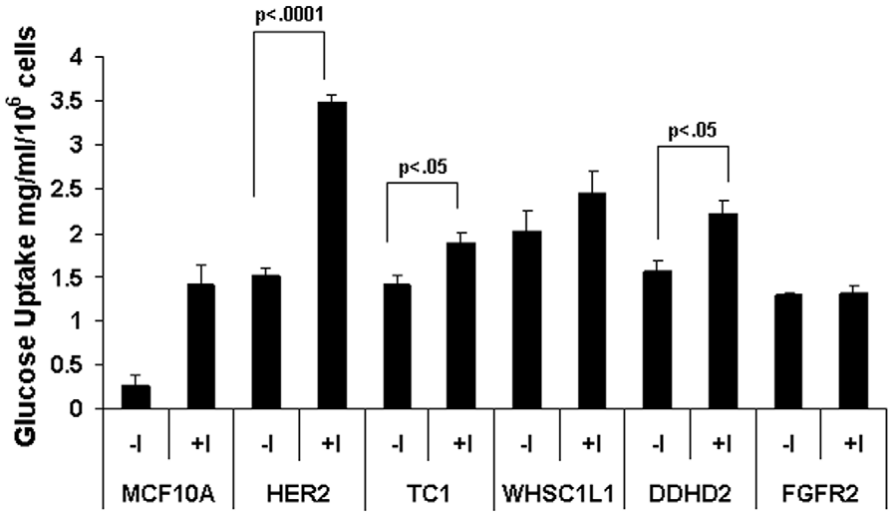
Measurement of glucose uptake by cells cultured with or without insulin. Cell lines examined were MCF10A and MCF10A transduced to over express the indicated oncogenes. Glucose uptake was determined by an enzymatic and colorometric-based absorbance assay of glucose in fresh media and in spent media after 48 hours, the difference was normalized to the number of cells in 48 hour cultures. Glucose uptake was substantially induced in MCF10A cell cultures containing insulin (+I, 5 µg/ml) compared to MCF10A minus-insulin culture conditions (-I). In contrast, in MCF10A cells transformed by oncogene over expression relatively high-level glucose uptake was observed in both insulin-containing and insulin-minus culture conditions. Relative to minus-insulin conditions glucose uptake was further significantly induced by insulin in transduced cells over expressing HER2, TC1 and DDHD2. *Bars*, standard error of three experiments.

### Status of facilitated glucose transporters in MCF10A and MCF10HER2 cells

We hypothesized that the relatively high levels of glucose uptake by insulin-independent MCF10HER2 cells was partly due to increased expression of facilitated glucose transporters. Glucose transporters 1 and 3 (GLUT1,GLUT3) are constitutively expressed at the plasma membrane and contribute to basal levels of glucose transport in most cell types, and both transporters have been reported to be transcriptionally up-regulated in cancer cells [26], [27]. In addition, activation of IR signaling by insulin induces translocation of glucose transporter 4 (GLUT4) largely from perinuclear compartments to the plasma membrane in insulin responsive cells [25]. We isolated plasma membrane-localized proteins from MCF10A cells cultured in insulin-containing media and from MCF10HER2 cells cultured in insulin-free media, and immunobloted for GLUT1, GLUT3 and GLUT4. Under these conditions, the amount of GLUT1 and GLUT3 detected in the plasma membrane fraction of both cell types were similar (Figure 3A). Comparing MCF10A and MCF10HER2 plasma membrane GLUT4 levels shown in Figure 3A, higher levels of this insulin-responsive transporter were observed in membrane preparations from MCF10A cells cultured in the presence of insulin, yet levels were readily detected in membrane preparations from MCF10HER2 cells maintained in the absence of insulin. In a follow-up experiment, we compared MCF10A and MCF10HER2 cells cultured with or without insulin and observed that in each condition MCF10HER2 cells had higher plasma membrane GLUT4 levels than MCF10A cells. In MCF10HER2 cells cultured without insulin basal levels of plasma membrane-localized GLUT4 were 44% higher than basal GLUT4 levels detected in the plasma membrane preparations from MCF10A cells cultured without insulin. In both cell types, insulin treatment induced an increase in GLUT4 at the plasma membrane (Figure 3B). These results indicate that insulin induces GLUT4 translocation in both MCF10A and MCF10HER2 cells. Relative to non-induced basal levels observed for MCF10A, there was an increase in non-induced basal GLUT4 localization at the plasma membrane of MCF10HER2 cells, which could partly contribute to their insulin-independent glucose uptake. Notably, the highest levels of plasma membrane-localized GLUT4 were observed in transformed cells exposed to insulin. The relative levels of plasma membrane-localized GLUT4 in MCF10A and MCF10HER2 cells treated with and without insulin shown in Figure 3B correlated with the relative amounts of glucose uptake shown in Figure 2.

**Figure 3:**
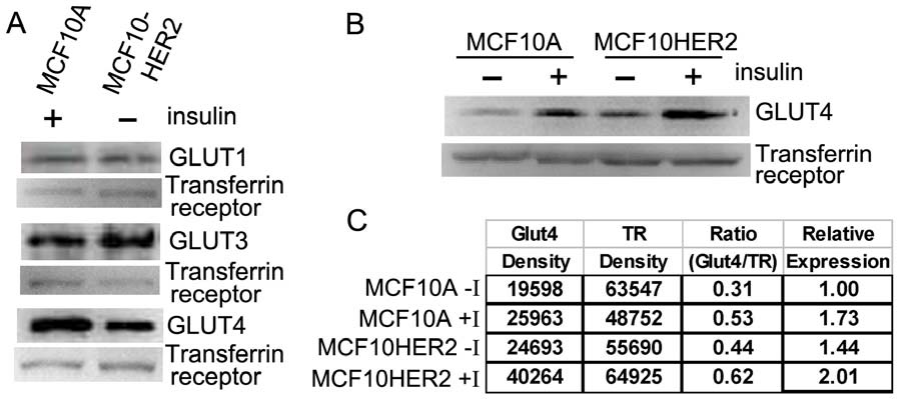
Immunoblot analysis of facilitated glucose transporters in the plasma membranes of MCF10A and MCF10HER2 cells. (A) Plasma membrane proteins were isolated from MCF10A cells cultured with insulin (5 µg/ml) and MCF10HER2 cells cultured without insulin. Isolated membrane proteins were probed for GLUT1, GLUT3 and GLUT4. Transferrin receptor was used as a plasma membrane loading control. Amounts of plasma membrane-localized GLUT1 and GLUT3 appeared to be similar in both samples. Although levels of the insulin-responsive transporter GLUT4 were higher in membrane preparations from MCF10A cells cultured in the presence of insulin, GLUT4 was readily detectable at the plasma membrane in MCF10HER2 cells maintained long-term in the absence of insulin in serum-free media. (B) MCF10HER2 cells were maintained in serum-free media with out insulin and MCF10A cells were incubated for 18 hours in the absence of insulin in serum-free media, then both cell lines were cultured with or without insulin for 30 minutes. Plasma membrane localized proteins were harvested and probed for GLUT4. In MCF10HER2 cells cultured without insulin basal levels of plasma membrane localized GLUT4 were calculated to be 44% higher than basal GLUT4 plasma membrane levels in MCF10A cells cultured without insulin. In both cell types, insulin induced an increase in GLUT4 at the plasma membrane. The highest levels were observed in the MCF10HER2 cells plus insulin condition. (C) bands in (B) were quantified (optical density) by Quantity One software from Bio-Rad Laboratories. Levels of GLUT4 were normalized to transferrin receptor levels in each context and expressed as a ratio. Relative normalized expression is compared to MCF10A minus-insulin results.

### Interrogating dynamic gene expression data to discover a mechanism for the altered metabolic phenotype in HER2 transformed cells

The above results indicate that oncogene-transformed cells acquire the ability to transport relatively high levels of glucose in an insulin-independent manner, and also suggest that GLUT4 may in part play a role in this change. In order to understand the mechanistic basis for this phenotype, we compared the HER2-regulated transcriptome in MCF10A cells with the activated HER2 oncogene-regulated transcriptome in MCF10HER2 cells to identify changes in gene expression that could play a role in HER2 oncogene-driven increased insulin-independence. We treated MCF10A and MCF10HER2 cells with the HER2-specific small molecule kinase inhibitor (CP724,714, 1 µM) to block HER2 kinase activity, and thus HER2-directed gene expression, in both cell types over the course of 45 hours. In that time mRNA was collected every three hours (16 time points) and genome-wide expression was analyzed by microarray. 

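The MCF10A arm of this time series was analysed here, as 16 arrays with 1 array for each time point from 0 to 45 hours after the addition of the inhibitor at 1 µM. The array of 0 hours is from untreated cells. The MCF10HER2 arm was not analysed here. MCF10A is a nontransformed human mammary epithelial cell line, and the inhibitor is a small molecule that blocks the kinase activity of HER2. RNA from parallel plates was hybridized to the Illumina human Ref8v2 array, on which beads carry gene-specific probes and negative control beads measure the background. No time point had a replicate array and no series without inhibitor was analysed, so the effect of the inhibitor could not be separated from that of the medium change at the start of treatment or from time in culture. The authors deposited bead intensities that were not normalized between arrays, with a detection p for each row and array. The table has 20589 rows for 18190 gene symbols. The median intensity of an array lay between 210 and 254, with a median of 243 over the 16 arrays, and between 10325 and 10889 rows of an array (50.1% to 52.9%) had a detection p under 0.05. The number of arrays limits the precision of every value. Starting from the deposited intensities, the background was corrected with normexp, using the negative control level inferred from the detection p, an offset of 16 was added, and the arrays were normalized by quantile normalization, the method named in Materials and Methods, and log2 transformed. Tests covered the 11957 probes with a detection p under 0.05 on at least 3 of the 16 arrays. Because each time point had 1 array, the spread of a probe was taken from its residuals around a natural cubic spline of time with 3 degrees of freedom, which left 12 residual degrees of freedom.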

Time series gene expression analysis showed dynamic gene expression level changes that were regulated by HER2 as a function of time in each of the cell lines.

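In MCF10A cells, 6533 of the 11957 tested probes (54.6%) had time-dependent expression at an adjusted p under 0.05 in limma's moderated F-test of the spline of time, and these probes carried 6334 gene symbols. The shape of the fitted curve moved this count most, and a straight line in place of the spline gave 1953 probes. The mean of the last 4 time points (36 to 45 hours) was higher than that of the first 4 (0 to 9 hours) for 1932 probes and lower for 1798 at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. The balance of the 2 directions depended on the scaling of the arrays, since median scaling in place of quantile normalization gave 2794 probes that were higher and 1029 that were lower. Without a test, 5233 probes (43.8%) were at least 1.7-fold higher or lower than at 0 hours at 1 or more of the later time points, the threshold that Materials and Methods sets for MCF10HER2 cells. Simulated series with each probe's residual spread and no change with time gave 2052 such probes on average, with a range of 1993 to 2100 over 20 simulations. Without background correction the count was 2187. Between consecutive arrays, the number of probes that changed at least 1.7-fold was 641 from 0 to 3 hours, 896 from 3 to 6 hours and 269 from 6 to 9 hours. It was 880 from 9 to 12 hours and 764 from 33 to 36 hours, and between 41 and 157 at each of the other steps. The largest increase by estimate from the first to the last 4 time points among genes past both tests was that of TNFSF10, which was not above background on any of the first 4 arrays and was at least 10.7-fold higher on the last 4 (adjusted p = 3.4e-08, limma). The bound takes the lowest detected intensity of each array as the level of an undetected probe, or the probe's own level where that is higher. The next largest increases by estimate were those of PDK4, RNASE4, TSC22D3 and MGC17330. RNASE4 and TSC22D3 were 7.71-fold and 7.01-fold higher. The log2 change of TSC22D3, 2.81, was 3.49 without the 0 hour array and 2.33 without the 9 hour array, and 1.48 when 0 and 3 hours were compared with 42 and 45 hours, since its first 4 arrays ran from 12.87 at 0 hours down to 9.36 at 9 hours. PDK4 and MGC17330 were above background on only 2 of the first 4 arrays and were at least 9.62-fold and 6.94-fold higher, so the place of MGC17330 among these genes is not settled. For 0 and 3 hours against 42 and 45 hours the log2 change of MGC17330 was 2.06. The largest decrease by estimate was that of NOV, with a log2 change of -3.08 (standard error 0.20, adjusted p = 2.6e-08, limma). The other 4 largest decreases by estimate were those of HMOX1, IGFBP6, ASB9 and ROPN1, and their order is not settled. The first places of TNFSF10 and NOV rest on the background correction, without which TSC22D3 rose more than TNFSF10 (log2 changes of 2.64 and 2.32) and IGFBP6 fell more than NOV (-2.02 and -1.97). HMOX1 also fell more than NOV when 0 and 3 hours were compared with 42 and 45 hours (-3.97 and -3.44). IGFBP6 and ASB9 had log2 changes of -2.28 and -2.22, and ROPN1, which was not above background on any of the last 4 arrays, was at least 3.56-fold lower. HMOX1 had a log2 change of -2.30, which was -3.08 without the 9 hour array and -1.74 without the 3 hour array, since its first 4 arrays ran from 10.83 at 3 hours down to 6.79 at 9 hours. Its call was lost when only the 8 arrays compared entered the fit (adjusted p = 0.057, limma).

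**Figure D1:**
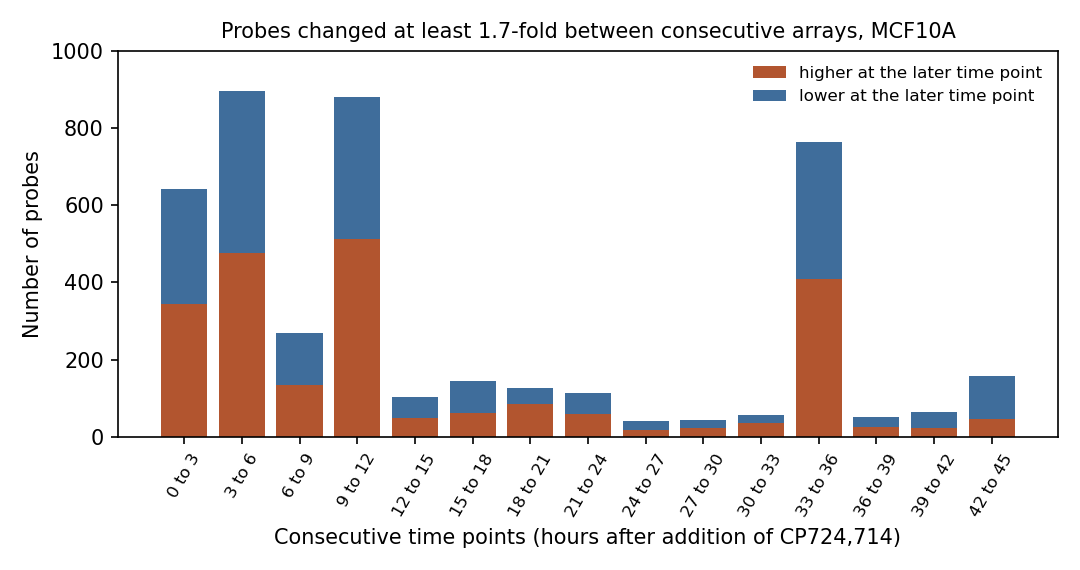
Number of probes (vertical axis, of 11957 tested) whose normalized intensity in MCF10A cells changed at least 1.7-fold between consecutive arrays (horizontal axis, hours after addition of the HER2 kinase inhibitor), with 1 array per time point. The upper part of each bar counts probes that were lower and the lower part probes that were higher at the later time point, and the bars at 0 to 3, 3 to 6, 9 to 12 and 33 to 36 hours are the tallest, at 641, 896, 880 and 764 probes.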

We used differential dynamic gene expression analysis of the time series expression data, described by Shirvani et al. [28] and outlined in Materials and Methods, to discover which genes were differentially regulated by the HER2 oncogene in MCF10HER2 cells compared to HER2 proto-oncogene regulation in the MCF10A cells. We overlaid those genes that were uniquely regulated in MCF10HER2 cells onto canonical pathways for glycolysis and IR signaling (Figures S1 and S2). This analysis resulted in the identification of several differentially regulated genes that function in normal cell metabolism including, ATP citrate lyase (ACLY) and pyruvate dehydrogenase kinase (PDK) that have previously been shown to play a role in cancer cell metabolism [29], [30]. 

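The MCF10A arm of this comparison was read for ACLY and for each of the PDK isoforms on the array, since the text names PDK without an isoform. ACLY (probe ILMN_1374) had a log2 intensity of 11.68 ± 0.36 (SD over the 4 time points) at 0 to 9 hours and 11.23 ± 0.15 at 36 to 45 hours, a log2 change of -0.45 (standard error 0.14, adjusted p = 0.019, limma), and its highest value over its lowest was 1.88-fold. The course of ACLY was time-dependent (adjusted p = 0.0052 for the spline, limma). The call of the last against the first 4 time points was lost under median scaling of the arrays, with a log2 change of -0.32. It was lost with the 0, 3, 39 or 45 hour array left out in turn, with log2 changes of -0.34, -0.36, -0.42 and -0.40. It was also lost when only the 8 arrays compared entered the fit (adjusted p = 0.077, limma) and under a contrast, chosen after the values were seen, without the step between 21 and 24 hours (log2 change of -0.39, adjusted p = 0.21, limma). Residual spread alone would give a range of up to 1.88-fold in 95% of simulated series for this probe. PDK1 was not above background on any array. PDK2, which was above background on 13 arrays, was highest at 45 hours, at least 1.93-fold above its lowest level (adjusted p = 0.0017 for the spline, limma). Its log2 intensity was already 6.94 at 0 hours, against 7.08 at 45 hours, so its course was a dip and a return. The last 4 time points were not called higher than the first 4 (log2 change of 0.39, adjusted p = 0.081, limma), though they were without the 0 hour array. For PDK2, residual spread alone would give a range of up to 1.82-fold in 95% of simulated series. PDK3 rose from 6.16 ± 0.26 at 0 to 9 hours to 7.23 ± 0.09 at 24 to 33 hours and returned to 6.18 ± 0.31 at 36 to 45 hours (adjusted p = 8.6e-06 for the spline, limma). Its highest value, at 21 hours, was at least 2.37-fold above its level at 42 hours, where it was not above background. PDK4 changed most, from 6.39 ± 0.70 at 0 to 9 hours, where 2 of the 4 arrays were above background, to 9.77 ± 0.25 at 36 to 45 hours. Its highest value, at 45 hours, was at least 16.1-fold above its lowest, and its intensity rose with time over the 16 arrays (Pearson r = 0.81, permutation p = 0.00014, adjusted p = 0.0014 over 27 genes, Spearman rho = 0.75, permutation p = 0.0012, adjusted p = 0.011, two-sided). With the 0 and 45 hour arrays left out, its r was 0.86. Of the 27 tested genes that the paper names for any assay, 18 were time-dependent at an adjusted p under 0.05 over all probes tested, and 18 when adjusted over the list alone.

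**Figure D2:**
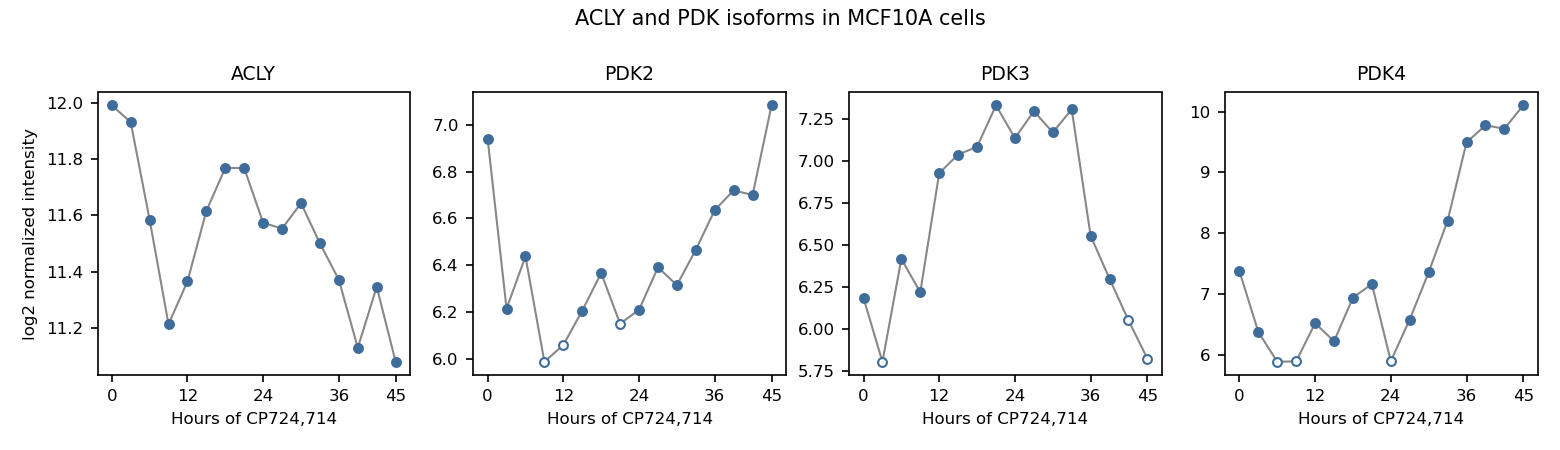
Normalized log2 intensity (vertical axis, a scale of its own in each panel) of ACLY, PDK2, PDK3 and PDK4 in MCF10A cells against hours of HER2 kinase inhibition (horizontal axis), 1 point per array. Filled points are above background (detection p under 0.05) and open points are not, and PDK4 reaches 10.10 at 45 hours from 5.89 at 6 hours, where it was not above background.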

Time-dependent expression for these genes and others regulated by the HER2 oncogene are shown in Figure S3. In addition, we made the novel observations that the HER2 oncogene differentially regulated the expression of phosphoglycerate dehydrogenase (PHGDH) and vesicle-associated membrane protein 8 (VAMP8). PHGDG is an enzyme that commits a glycolytic intermediate to serine biosynthesis [31], and VAMP8 is known to function in the localization of GLUT4 to internal storage vesicles in adipocytes [32], [33]. Figure 4 shows how VAMP8 and PHGDH expression were regulated throughout the time series (Figure 4A). VAMP8 expression was repressed by HER2 signaling in MCF10HER2 cells but not in MCF10A cells. 

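In MCF10A cells the single VAMP8 probe (ILMN_26790) was above background on all 16 arrays. Its log2 intensity was 14.10 ± 0.03 (SD over the 4 time points) at 0 to 9 hours of inhibition, 13.91 ± 0.05 at 12 to 21 hours, 13.86 ± 0.03 at 24 to 33 hours and 14.39 ± 0.12 at 36 to 45 hours. The course was time-dependent (adjusted p = 9.7e-06 for the spline, limma). From 0 to 33 hours the intensity fell with time (r = -0.86, permutation p = 0.00044, adjusted p = 0.00088, rho = -0.82, permutation p = 0.0015, adjusted p = 0.0031, two-sided, 12 arrays), and r was -0.88 without the 0 and 33 hour arrays. This window, and a window for PHGDH with which it was adjusted, were chosen after the values were seen. This correlation was computed with quantile normalization only, so whether it holds under another scaling was not tested. Before normalization, the deposited VAMP8 intensity was 17078 at 0 hours, 14550 at 15 hours, 16992 at 30 hours and 15542 at 33 hours. The size of the fall depended on the scaling. With quantile normalization the mean-centred log2 value went from 0.01 at 0 hours to -0.18 at 33 hours. Under median scaling it went from -0.09 to -0.15, and under cyclic loess from 0.03 to -0.23. Over all 16 arrays r was 0.44 (permutation p = 0.090, adjusted p = 0.14 over 27 genes), rho was 0.23 (permutation p = 0.39, adjusted p = 0.52) and r was 0.32 without the 0 and 45 hour arrays. The last 4 time points were higher than the first 4 by 0.29 on the log2 scale (standard error 0.05, adjusted p = 0.00039, limma), and the highest value, at 45 hours, was 1.65-fold above the lowest, at 27 hours. Residual spread alone would give a range of up to 1.33-fold in 95% of simulated series. Without the 45 hour array the ratio of highest to lowest was 1.5. From the courses in Figure 4A the paper states that VAMP8 was repressed by HER2 signaling in MCF10HER2 cells and not in MCF10A cells.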

PHGDH expression was more similarly regulated by HER2 in both cell types, however, steady-state levels (0 hours) were nearly 2-fold higher in MCF10HER2 cells compared to MCF10A cells. Furthermore, during the course of the experiment, PHGDH expression changed 5.7-fold in MCF10HER2 cells, but only 2.2-fold in MCF10A cells. 

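PHGDH (probe ILMN_5800, its single probe on the array) in MCF10A cells started at a log2 intensity of 13.24 at 0 hours and stood at 13.04 ± 0.18 (SD over the 4 time points) over 0 to 9 hours. It then stayed at 12.04 ± 0.05 at 12 to 21 hours, 12.13 ± 0.09 at 24 to 33 hours and 12.08 ± 0.07 at 36 to 45 hours. The largest step of the decline lay between 9 hours (12.81) and 12 hours (12.05), after a smaller decline from 0 to 9 hours, and the course was time-dependent (adjusted p = 1.7e-06 for the spline, limma). The last 4 time points were lower than the first 4 by a log2 change of -0.96 (standard error 0.08, adjusted p = 1.7e-07, limma). Because the arrays fall into these separate levels, no correlation over all 16 is given. From 12 to 45 hours, a window chosen after the values were seen, no relation with time was detected over 12 arrays (r = 0.27, permutation p = 0.39, adjusted p = 0.39, rho = 0.26, permutation p = 0.41, adjusted p = 0.41, two-sided), and r was 0.29 without the 12 and 45 hour arrays.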

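In the MCF10A arrays the highest PHGDH intensity of the series, at 0 hours, was 2.37-fold above the lowest, at 42 hours, and the value at 0 hours was 2.23-fold that at 45 hours. Residual spread alone would give a range of up to 1.70-fold in 95% of simulated series for this probe. With the 0 hour array left out the ratio of highest to lowest was 2.11, and with each of the other arrays left out in turn it lay between 2.35 and 2.38. The paper sets the MCF10A change against a larger one in MCF10HER2 cells, whose arrays were not analysed here.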

The steady-state transcript levels for both genes were verified by real-time RT-PCR (Figure 4B). Also, we performed immunoblot analysis of whole cell lysates, which showed that levels of VAMP8 and PHGDH protein correlated with their gene expression levels (Figure 4C). Finally, results similar to those from MCF10HER2 cells were observed in time-series data obtained from the HER2-amplified SUM225 breast cancer cell line (Figure 4D).

**Figure 4:**
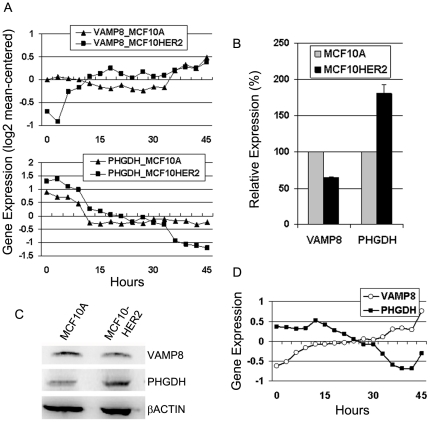
HER2 oncogene-regulated expression of PHGDH and VAMP8. (A) PHGDH and VAMP8 gene expression levels as a function of time after HER2 kinase activity was inhibited by treatment with CP724,714 (1 µM) in MCF10A cells cultured in insulin-containing media and MCF10HER2 cells cultured in insulin-free media. mRNA was collected every three hours for 45 hours total, and measured by microarray. Data are log2 transformed and mean-centered. (B) Steady-state expression levels of VAMP8 in MCF10A and MCF10HER2 cells were compared by real-time RT-PCR (*bars*, standard deviation). (C) Immunoblot analysis of VAMP8 and PHGDH in whole cell lysates from MCF10A and MCF10HER2 cells. (D) VAMP8 and PHGDH expression as a function of time in the HER2-amplified SUM225 breast cancer cell line treated with CP724,714 (1 µM) for 45 hours, these data are log2 transformed and mean centered.

### VAMP8 has a role in regulating GLUT4 localization in MCF10HER2 cells

VAMP8 is a synaptobrevin that functions in GLUT4 plasma membrane endocytosis [33], [34]. According to microarray, immunoblot and real-time RT-PCR analysis VAMP8 was down-regulated in MCF10HER2 cells compared to MCF10A cells. This suggests that VAMP8 down-regulation contributed to higher steady state levels of GLUT4 on the plasma membrane. We used a lentiviral expression system to infect and over express VAMP8 mRNA and protein in MCF10HER2 cells to test if increased VAMP8 levels would cause GLUT4 to localize to internal storage sites in these cells, and reverse the insulin-independent growth phenotype. When MCF10HER2 cells were transduced to over express VAMP8 we found a dramatic decrease in their growth rate in insulin-free culture conditions, but not insulin-containing conditions. While the cells could still be cultured without insulin, the population doubling time of the VAMP8 expressing cells was increased two-fold. We looked at subcellular localization of GLUT4 in MCF10HER2 cells over expressing VAMP8 and in LacZ expressing control counterparts by indirect immunofluorescence staining and confocal microscopy. In LacZ expressing MCF10HER2 cells, cultured with and without insulin, indirect immunofluorescence detected GLUT4 both intracellularly and at the plasma membrane (Figures 5A and 5B). In MCF10HER2 cells transduced to express high levels of VAMP8 and cultured in insulin-free media, GLUT4 was internally localized and not observed at the plasma membrane (Figure 5C). To observe GLUT4 at the plasma membrane of VAMP8-transduced MCF10HER2 cells required the addition of insulin to the media (Figure 5D). These confocal images provide evidence that VAMP8 has a role in partitioning GLUT4 in breast epithelial cells and just as in adipocytes VAMP8 appears to function in localizing GLUT4 to intracellular storage sights. Forced over expression of VAMP8 in the context of HER2 over expression in MCF10HER2 cells appears to have reinforced intracellular GLUT4 localization in the absence of insulin and hampered insulin-independent proliferation of MCF10HER2 cells.

**Figure 5:**
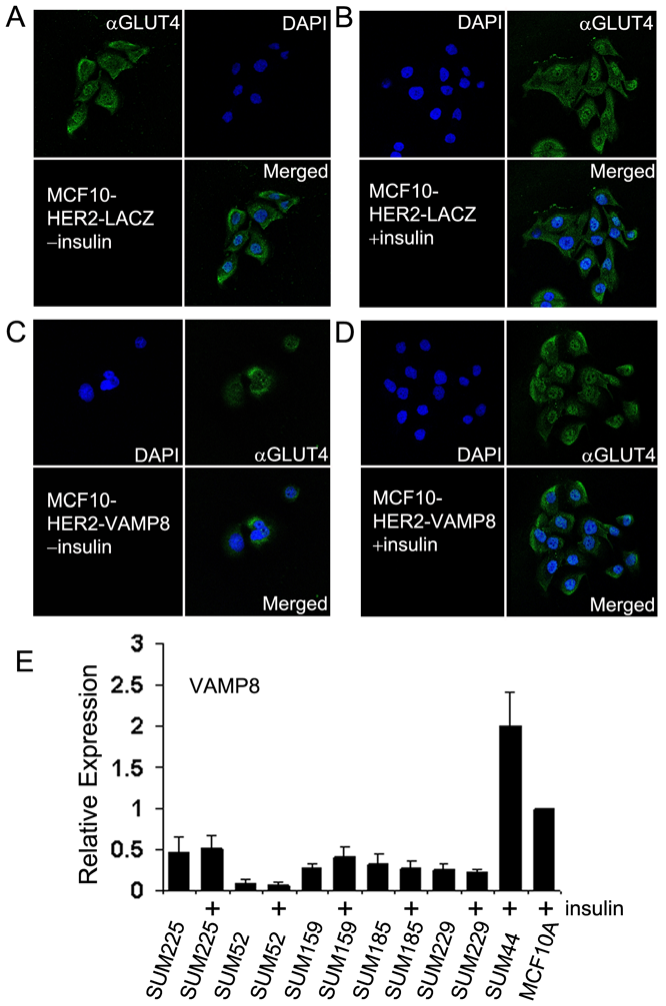
VAMP8 has a role in regulating GLUT4 localization in MCF10HER2 cells. (A and B) MCF10HER2 cells transduced with a control vector expressing LacZ show GLUT4 plasma membrane and intracellular localization with or without insulin in serum-free media. (C) Forced high-level expression of VAMP8 in MCF10HER2 cells causes GLUT4 to be primarily localized to internal stores when insulin is absent from the culture media and (D) the addition of insulin (5 µg/ml) to the culture media shows GLUT4 at the plasma membrane of MCF10HER2 cells over expressing VAMP8. (E) VAMP8 expression levels were low relative to MCF10A cells in 5 breast cancer cell lines, SUM225, SUM52, SUM159, SUM185, and SUM229, which can be maintained without insulin in serum-free conditions. Levels were unchanged when the cell lines were cultured with insulin for 24 hours (*bars*, standard error). Proliferation of the MCF10A line and SUM44 breast cancer cell line requires insulin in serum-free conditions.

Next, we examined VAMP8 expression in breast cancer-derived cell lines and found that VAMP8 was expressed at low levels in a panel of breast cancer cells lines compared to expression levels in MCF10A cells (Figure 5E). Most of the breast cancer cell lines we examined were insulin-independent for proliferation; the one exception being the SUM44 cell line, which expressed high VAMP8 levels and also required insulin.

### PHGDH up-regulation by HER2 oncogene signaling has a role in MCF10HER2 insulin-independent proliferation

PHGDH catalyzes the rate-limiting reaction that commits an intermediate of the glycolytic pathway to L-serine biosynthesis, which is a substrate for biosynthesis of lipids, proteins and nucleotides [35]. Microarray, immunoblot and real-time RT-PCR data showed that PHGDH was up-regulated in MCF10HER2 cells compared to MCF10A cells. We targeted PHGDH for knockdown in MCF10HER2 cells to investigate if knockdown would inhibit MCF10HER2 cell growth under insulin-free, serum-free conditions. Two individual shRNA constructs effectively knocked down PHGDH mRNA expression levels more than 80%, although protein levels did not reach that level of knockdown (Figure 6A and 6B). Based on the data in Figure 6B showing that the level of protein was approximately reduced by only one half, we conclude that an incomplete knockdown of PHGDH in MCF10HER2 cells attenuated the growth of the cells by as much as 60% compared to control cells transduced by a non-silencing vector. The effect was greater for cells cultured in the absence than in the presence of insulin (Figure 6C). The possible importance of PHGDH up-regulation and L-serine biosynthesis in insulin-independent proliferation of MCF10HER2 cells is underscored by microarray data which showed that three of three enzymes in the pathway of L-serine biosynthesis were also upregulated in proliferating MCF10HER2 cells compared to proliferating MCF10A cells (Figure S4); although phosphoserine phosphatase and phosphoserine aminotransferase were not dynamically regulated by the HER2 oncogene like PHGDH. We examined mRNA from a panel of breast cancer cell lines by real-time RT-PCR and found that compared to MCF10A, PHGDH was expressed at higher levels in the majority, including SUM44 cells, which required insulin for proliferation (Figure 6D).

**Figure 6:**
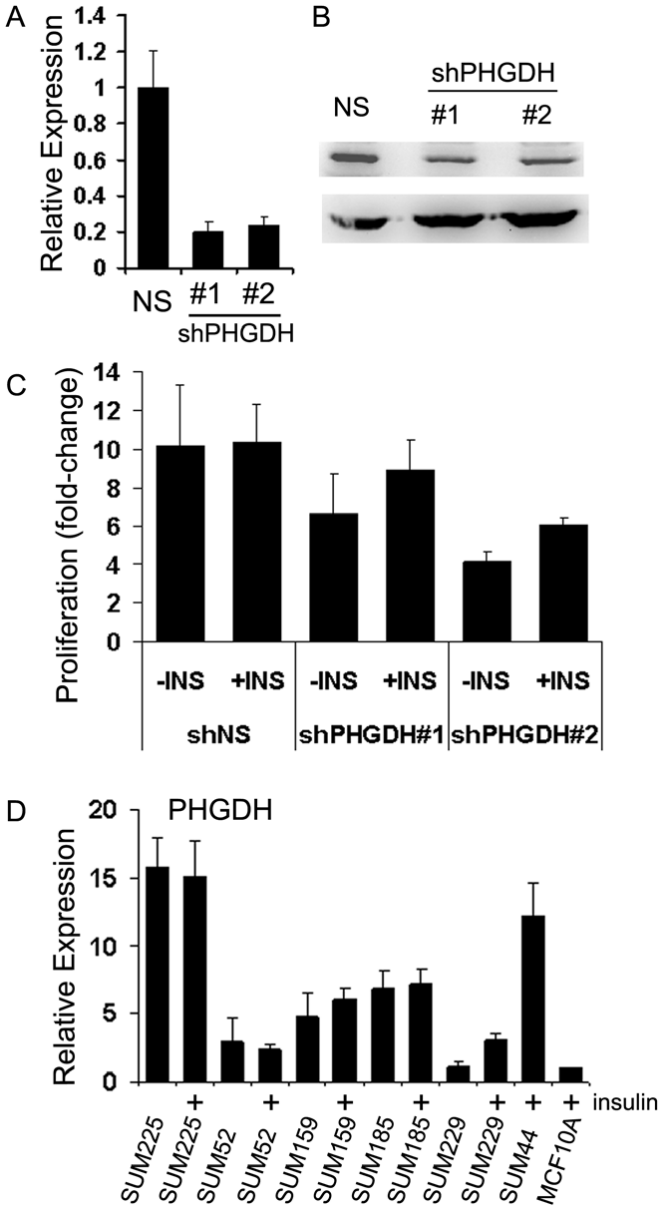
PHGDH upregulation by the HER2 oncogene supports insulin-independent proliferation of MCF10HER2 cells. (A and B) Real-time RT-PCR and immunoblot analysis of pGIPZ shRNA-mediated knockdown of PHGDH mRNA and protein expression (*bars*, standard deviation). The experiment was done using two PHGDH-targeted vectors and a non-silencing control vector. While mRNA levels were reduced nearly 80%, the amount of protein appears to be decreased by only one half. (C) PHGDH knockdown inhibits proliferation of MCF10HER2 cells and the strongest effect, a 60% reduction, was observed for the number 2 construct in minus insulin (-I) culture conditions (*bars*, standard deviation). (D) PHGDH mRNA levels were measured in a panel of breast cancer cell lines relative to MCF10A expression by real-time RT-PCR. SUM225, SUM52, SUM159, SUM185, SUM229 were cultured with and without insulin (5 µg/ml) in serum-free media for 24 hours. PHGDH expression was upregulated in the majority of breast cancer cell lines, including the insulin-dependent SUM44 cancer cell line (*bars,* standard error).

## Discussion

In the present study, we have shown that in normal human mammary epithelial cells insulin activates the canonical IR pathway to increase glucose uptake, and that oncogene over expression causes insulin-independence of transformed breast epithelial cells, in part by allowing for high level glucose uptake in the absence of insulin. In addition, our results indicate that oncogenes such as HER2 influence the expression of several genes that play a role in glycolysis. Collectively, our results indicate that oncogene-mediated alterations in gene expression play a direct role in metabolic transformation. The insulin-independent phenotype described in this report represents a qualitatively different metabolic condition that promotes tumor cell growth. Furthermore, this study illustrates a novel approach to investigate the oncogene-regulated transcriptome to understand how an oncogene induces altered phenotypes such as metabolic transformation.

It is important to recognize that the insulin-independence phenotype that we have described in this report represents an independence of the metabolic effects of insulin via the IR and not an independence of the mitogenic effects of IGF-I via the IGF-IR. In all of the insulin-independent cells we have studied, there was no evidence of constitutive phosphorylation of the insulin or IGF-I receptors. Furthermore, the IR and IGF-IR substrates IRS1 and IRS2 were not tyrosine phosphorylated in cells proliferating continuously in serum-free and insulin/IGF-I-free media.

Our investigation of insulin-independent growth showed that in addition to oncogenes that function as tyrosine kinases, such as HER2 and FGFR2, functionally unrelated oncogenes like TC1, LSM1 and WHSC1L1 also induce cell transformation to insulin-independent glucose uptake and proliferation. While not all breast cancer cells demonstrate the insulin-independent phenotype, 7 of 9 breast cancer cell lines we examined did. This indicates that insulin-independence is a common in vitro phenotype of oncogene-transformed human breast cancer cells. We also found that oncogene-regulated genes that were implicated in insulin-independence were also commonly altered in their expression in human breast cancer cell lines.

Using isogenic model cell lines to compare nontransformed breast epithelial cells and HER2 over expressing cells we learned that, although the difference might be considered modest by some assessments, non-induced plasma membrane-localized GLUT4 levels were increased in HER2 transformed cells. Moreover, induced plasma membrane levels were decidedly higher in the transformed cells than the induced levels in the nontransformed cells. Evidence to suggest the underlying mechanisms for how the HER2 oncogene caused both increased basal and insulin-induced plasma membrane localization of GLUT4, and the insulin-independent growth phenotype came from our investigation of the transcriptome regulated by the HER2 oncogene. Analysis of time series gene expression data, after inhibiting HER2 activity, led to the discovery of several genes that were differentially regulated by the oncogene in transformed cells, such as ACLY, PDK, INSIG1, and SGK. 

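In MCF10A cells, INSIG1 was measured by 2 probes that disagreed. On the brighter probe (ILMN_12496), the log2 intensity was 12.37 over 0 and 3 hours, 8.90 over 6 and 9 hours and 11.10 ± 0.20 (SD over the 4 time points) at 12 to 21 hours, and the highest value over the lowest was 12.4-fold. The spline did not follow this brief dip (adjusted p = 0.36, limma), and its residual spread alone would give a range of up to 23.6-fold in 95% of simulated series. The other probe (ILMN_12839) declined from 9.07 ± 0.49 at 0 to 9 hours to 7.60 ± 0.33 at 36 to 45 hours, a log2 change of -1.47 (standard error 0.21, adjusted p = 4.4e-05, limma). The 2 probes of INSIG1 were not averaged. SGK, whose current symbol is SGK1, fell from a log2 intensity of 13.74 at 0 hours to 11.98 at 6 hours and lay at 12.67 ± 0.10 at 36 to 45 hours. Its highest value was 3.39-fold above its lowest, and 1.77-fold when the 0 hour array was left out. The course of SGK was not time-dependent at an adjusted p under 0.05 (adjusted p = 0.23 for the spline, limma). A spline with 5 degrees of freedom called all 6 of the genes ACLY, PDK2, PDK3, PDK4, INSIG1 and SGK, against 4 with 3 degrees of freedom.

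**Figure D3:**
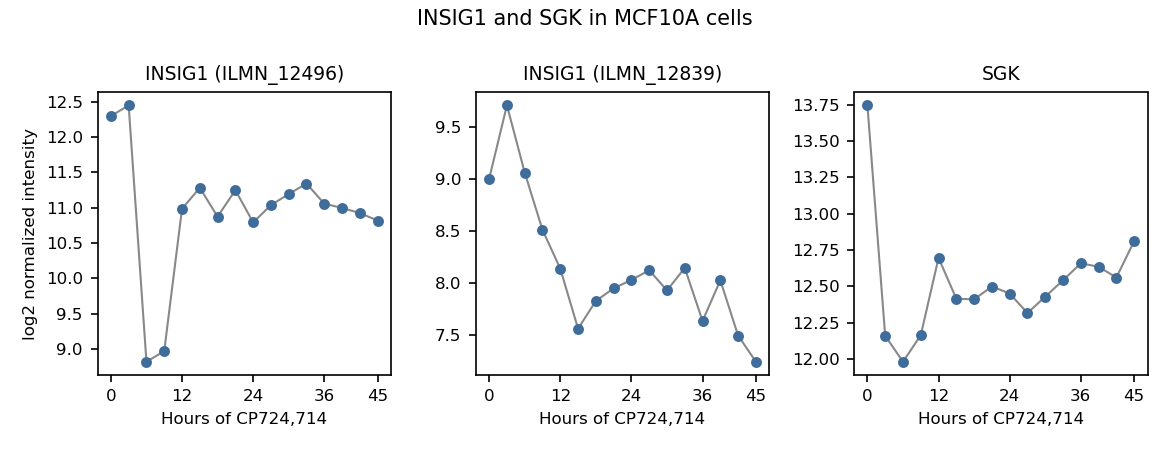
Normalized log2 intensity (vertical axis, a scale of its own in each panel) of both INSIG1 probes and of SGK in MCF10A cells against hours of HER2 kinase inhibition (horizontal axis), 1 point per array, all above background (detection p under 0.05). The first INSIG1 probe drops to 8.82 at 6 hours, a dip that the second probe does not show.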

Notably, we did not find that LDHA was regulated by HER2 in insulin-independent MCF10HER2 cells; however, we did find that LDHA was regulated by HER2 in MCF10HER2/E7 cells that are transformed to a fully growth factor-independent state [36] (see Figure S3), which is consistent with the findings of Zhao et al. [12]. The present data showing that HER2 represses PDK expression does not necessarily contradict reports that show an upregulation of PDK in cancer cells. In cancer cells PDK expression is upregulated by the HIF1α transcription factor [30], [37], and HIF1α is not activated in the MCF10HER2 cells that is by comparison only partly transformed [36], [38]. Considering what was yet unknown in the current literature on cancer cell metabolism we investigated two genes whose expression was HER2 oncogene-regulated, VAMP8 and PHGDH, for their roles in HER2 oncogene-driven insulin-independence. While VAMP8 plays a role in GLUT4 internalization in adipocytes [32], its expression has not previously been reported to be regulated by an oncogene in transformed cells. Furthermore, our data indicate that oncogene-mediated VAMP8 down-regulation in breast epithelial cells may disrupt the balance of mechanisms that partition GLUT4 into internal storage and plasma membrane locales, thus increasing the likelihood that GLUT4 will be plasma membrane localized.

In addition to the HER2 oncogene-dependent down-regulation of VAMP8, we discovered evidence to suggest that the HER2 oncogene-dependent up-regulation of PHGDH expression also functions in promoting insulin-independent proliferation of HER2 transformed cells. PHGDH has recently been recognized to be highly expressed in primary breast tumors [39]. PHGDH up-regulation, which was observed in a majority of the breast cancer cell lines we examined, increases glucose-derived serine production [40]. This relates to an increased utilization of glucose, which could contribute to an increased rate of facilitated glucose transport into transformed cells. Also, increased PHGDH effects increased biosynthesis, which is necessary for increased cell proliferation. These results suggest that the phenotypic effects of oncogene-driven transformation depend on a coordinated change in the expression of many genes.

We recently published a study that more generally explores by computational and systems-level analyses the entire transcriptome that is dynamically regulated specifically by HER2 oncogene signaling [38]. That report concludes that the activated HER2 oncogene directly regulates a transcriptome comprising more than 2000 genes that is quantitatively and qualitatively different from the transcriptome regulated by the proto-oncogene. Further, the HER2 oncogene-regulated transcriptome impacts on many different cellular systems and signaling pathways that affect cancer cell behavior. In the current study, we focus on one phenotype that can be observed in vitro, which distinguishes transformed and cancer cells from nontransformed cells, i.e., the insulin-independent proliferation of oncogene-transformed breast epithelial cells and breast cancer cells in serum-free media. Transcriptomic and pathways-level analyses lead us to further investigate the role of two genes that before now did not have a place in our understanding of the metabolic transformation of breast cancer cells. The results of our pathways-level analysis here reinforce the notion that no single gene can account for a complicated disease such as cancer, moreover, it is unlikely that a single gene can account for a single dysregulated function. Through systems-level approaches we can begin to uncover coordinated networks of genes that underlie transformed phenotypes.

The results of this study are timely considering recent interest in targeting the IR, or co-targeting the IR and IGF-IR, as an approach to cancer therapy. There is strong evidence that insulin promotes tumor cell growth via the IGF-IR and IR [41], [42]. While it is clear that insulin can promote growth of nontransformed breast epithelial cells and breast cancer cell lines, results of our study suggest how oncogene activation can affect gene expression and induce insulin-independent proliferation and glucose uptake in the absence of IR and IGF-IR activity. Since oncogenes regulate so many aspects of the malignant phenotype, including metabolic transformation, targeting activated oncogenes when ever possible in clinical trials using targeted agents is of increasing importance.

## Materials and Methods

### Cell Lines and Cell Culture Conditions

The MCF10A human mammary epithelial cell line [43] was cultured in SFHIE medium (Ham's F-12 medium supplemented with 0.1% bovine serum albumin, fungizone (0.5 µg/ml), gentamicin (5 µg/ml), ethanolamine (5 mmol/L), HEPES (10 mmol/L), transferrin (5 µg/ml), 3,3,′5-Triiodo-_L_-Thyronine (T_3_) (10 µmol/L), selenium (50 µmol/L), hydrocortisone (1 µg/ml), insulin (5 µg/ml or otherwise as indicated in figure legends), and 10 ng/ml epidermal growth factor (EGF)). MCF10HER2 cells, derived from MCF10A cells by stable over expression of HER2 [44], were grown in the same culture media as MCF10A cells but without insulin (SFHE); SUM225, SUM52, SUM159, SUM185, SUM229 [45], [46], [47] and MCF10HER2/E7 [36], all previously developed in our laboratory, were cultured in SFH medium without EGF or insulin. The SUM44 cell line, also previously developed in our laboratory [48], was maintained in SFH with insulin. All cells were cultured at 37°C in a humidified incubator containing 10% CO_2_ and were maintained free of mycoplasma. CP724,714 was used at 1 µM (Pfizer Inc, Groton, CT).

### Whole Cell Lysates and Plasma Membrane Protein Isolation

For whole cell lysate preparation, cells were rinsed twice with ice cold HBSS (Life Technologies, Grand Island, NY) and then lysed on ice with a buffer consisting of Tris-HCl (50 mmol/L, pH 8.5), NaCl (150 mmol/L), 1% NP40 (ICN Biomedical, Inc., Aurora, OH), EDTA (5 mmol/L) supplemented with sodium orthovanadate (5 mmol/L), phenylmethsulfonyl fluoride (50 µg/ml), aprotinin (20 µg/ml), and leupeptin (10 µg/ml). Lysates were spun at 14,000 x *g* at 4°C for 10 minutes and then analyzed for protein using the Bradford method with reagents from Bio-Rad Laboratories (Hercules, CA). Plasma membrane proteins were isolated from sub-confluent plates treated for 1/2 hour with or without insulin using Pierce Cell Surface Protein Isolation Kit, according to manufacturer's instructions (Pierce, Rockford, IL). Briefly, cells were washed twice with PBS then labeled with EZ-Link Sulfo-NHS-SS-Biotin. Cells were subsequently lysed by sonication and labeled proteins were isolated with Immobilized NeutrAvidin-agarose beads. Bound proteins were released by incubating with Laemmli sample buffer.

### Immunoprecipitation and Immunoblotting

Immunoprecipitation and western blotting was performed as previously described [36]. Cells were lysed in a buffer containing 20 mM Tris-HCl (pH 8.0), 137 mM NaCl, 1% NP40, 10% glycerol, 1 mM Na_3_VO_4_, 1 mM phenylmethylsulfonyl fluoride, 1% aprotinin, and 20 µg/ml leupeptin. Protein concentrations were equalized using the Bradford method. For whole cell lysates, Laemmli sample buffer was added and the samples were boiled. For immuno-precipitation, 1 µg of antibody was added to 1 mg of sample and incubated at 4°C for 1 h. Immune complexes were then bound to protein A/G beads for 1 h at 4°C. Immunoprecipitates were washed three times in lysis buffer. Laemmli sample buffer was added and the samples were boiled. IR and IGF-IR immunoprecipitates (50% of eluent), whole cell lysates (100 ug) and isolated cell surface proteins (25 ug) were separated on a 7.5% SDS-polyacrylamide gels and transferred to PVDF membranes by semi-dry electrophoretic transfer with a Bio-Rad Transblot SD unit. Membranes were probed with primary antibodies following supplier's recommendation and secondary peroxidase-conjugated antibodies (anti-mouse or rabbit) from Vector Laboratories (Burlingame, CA). Immunoreactive protein was visualized by enhanced chemiluminescence with reagents from Pierce Laboratories/Thermo Scientific (Rockford, IL). Imaged by a Molecular Imager and Universal Hood II, and Quantity One software from Bio-Rad Laboratories (Hercules, CA). Required primary antibodies: anti-Transferrin Receptor (Zymed Laboratories, South San Francisco, CA), Phospho-tyrosine antibody P-Tyr (BIOMOL, Plymouth Meeting, PA), anti-VAMP (Abcam, Cambridge, MA), anti-PHGDH (Abcam, Cambridge, MA), anti-GLUT1,3,4 (Millipore, Billerica, MA), anti-IRS1 and IRS2 (Millipore, Billerica, MA), anti-IGF-IRβ and anti-IRβ (Santa Cruz Biotech, Santa Cruz, CA).

### Real-time RT-PCR

RNA was extracted from cells using the Qiagen (Valencia, CA) RNeasy kit. RNA was converted into cDNA via a reverse transcription reaction using oligo dt primers and the SuperScript III First-Strand Synthesis System (Invitrogen, Carlsbad, CA). Primer sets specific to approximately 100 bp sequences of target genes and controls (PUM1 and GAPDH) were ordered from Invitrogen. Real-time RT-PCR was done in 25 µL reactions, in 96-well plates, using 100 ng cDNA and the FastStart SYBR Green Master Mix (Roche Diagnostics, Mannheim, Germany). Reactions were done at minimum twice in triplicate using the Bio-rad iQ5 real-time PCR machine (Bio-Rad Laboratories, Hercules, CA). Cycles to threshold values were normalized to values for GAPDH and PUM1 and calibrated to MCF10A cell levels. Control wells containing PCR master mix and primers without sample cDNA emitted no fluorescence after 40 cycles. Relative expression data were calculated as described by Livak and Schmittgen [49]. Primers are available on request.

### Cell Proliferation and Glucose Uptake Assays

The number of nuclei or cells was determined the day after cell plating and at subsequent indicated time points in parallel plated cultures using the Beckman Coulter Z Series systems and protocol (Beckman Coulter, Hialeah, FL). The glucose uptake assay used a technique similar to that described previously [8]. Glucose concentrations in cell culture media were measured enzymatically using the Glucose (GO) Assay kit (Sigma Aldrich, Saint Louis, MO).

### Lentivirus Vectors and Transduction of Cells

The lentiviral expression construct containing the human VAMP8 gene (pLenti6-VAMP8) was established as described earlier [50]. Briefly, the VAMP8 coding sequence was cloned by RT-PCR from the MCF10A cell line using the pENTR/TOPO vector kit (Invitrogen, Carlsbad, CA). Lentiviral expression constructs were created using ViraPower Lentiviral Expression System (Invitrogen, Carlsbad, CA). The construct was sequenced to ensure that the sequence and orientation were correct. Lentivirus was produced by cotransfecting the 293FT cell line with the pLenti6 expression construct and the optimized packaging mix (Invitrogen, Carlsbad, CA). MCF10HER2 cells were transduced with lentivirus and selected with blasticidin. VAMP8 expression levels were detected using real-time RT-PCR and Western blotting. Parallel control infections were done with a LacZ expressing construct, pLenti-LacZ. Lentivirus-mediated shRNA knockdown of PHGDH gene expression was done using the Expression Arrest GIPZ lentiviral shRNAmir system (Thermo Scientific, Huntsville, AL). Lentivirus was produced by transfecting 293FT cells with the combination of the lentiviral expression plasmid DNA targeting PHGDH (catalogue nos. RHS4430-98903591 and RHS4430-99137562) or nonsilencing vector control and trans-lentiviral packaging mix (Thermo Scientific, Huntsville, AL). MCF10HER2 cells were transduced with pGIPZ-derived lentivirus and selected with puromycin. PHGDH expression levels were detected using real-time RT-PCR and Western blotting. Primers are available on request.

### Microarrays and Gene Expression Analysis

Gene expression networks from MCF10A, MCF10HER2 and MCF10HER2/E7 cells were determined from an analysis of global gene expression time series data. Cells were plated so that they reached 75% confluency after 4 days. At this point cultures were treated with the HER-2 kinase inhibitor CP724,714 (1 µM ) and RNA was isolated from parallel plated plates at 0, 3, 6, 9, 12, 15, 18, 21, 24, 27, 30, 33, 36, 39, 42, and 45 hours after addition of inhibitor. Media was changed the day after plating and at the start of treatment. Quantity measurement and the high quality of all mRNA samples were assured by analysis with the NanoDrop 1000, Agilent Bioanalyzer and the Agilent RNA 6000 Nano Kit (Agilent Technologies, Waldbronn, Germany). Expression levels at each time point for each cell and treatment were determined by microarray analyses using the Illumina human Ref8v2 array. Data were processed for quality control and normalized across compared arrays by quantile normalization. MIAME compliant data are accessible through GEO Series accession number GSE23176 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE23176).

2500 genes from MCF10HER2 cells, with 1.7 or greater expression fold-change at any time point in the series, were included in subsequent analysis to identify transcripts that are differentially expressed in MCF10HER2 cells compared to MCF10A. Differential time series gene analysis is previously described [28], MCF10HER2 to MCF10A ratios of gene expression were calculated for each probe at each time point, then normalized to the expression ratio at the zero time point, and finally expressed as the natural logarithm. Genes identified to be differentially expressed had a minimum 2-fold expression ratio at any time point. Ingenuity Systems Path Designer was used to make graphical representations that show the relationships between molecules in the insulin signaling and glycolytic pathways. Molecules are represented as nodes, and a biological relationship between two nodes is represented as an edge (line). All edges are supported by at least 1 reference from the literature, from a textbook, or from canonical information stored in the Ingenuity Pathways Knowledge Base. The intensity of the node color indicates the degree of up (red) or down (green) regulation by the HER2 oncogene.

### Immunohistochemical Analysis

Indirect immunofluorescence analysis was performed on MCF10HER2 cells infected with Lacz or VAMP8 that were plated on glass cover slips, cultured with or without insulin. Two days after plating, cells were washed three times with Tris-buffered saline (TBS), fixed for 3 min in cold 95% methanol, rehydrated by three washes with TBS, and incubated 30 min at 37 C with primary antibody (anti-GLUT4 diluted 1∶1000 in TBS). Bound antibody was detected by staining with a secondary goat anti-rabbit Alexa Fluor 488-conjugated antibody (Invitrogen, Carlsbad, CA) diluted 1∶2000 in TBS, and incubated for 30 min at 37 C. Cover slips were fixed to slides with a drop of ProLong Gold (Invitrogen, Carlsbad, CA) containing DAPI to stain nuclei. Images were recorded using a Leica TCS SP5 Laser Scanning Confocal Microscope (Leica Microsystems, Wetzlar, Germany).

## Supporting Information

Figure S1 **Diagram of the glycolytic pathway showing genes that were differentially regulated by HER2 oncogene signaling in MCF10HER2 cells.** Genes shaded red were upregulated, green were repressed. These genes were differentially regulated compared to HER2 proto-oncogene activity in MCF10A cells.
(TIF) Click here for additional data file.

Figure S2 **Diagram of the insulin receptor signaling pathway showing genes that were differentially regulated by HER2 oncogene signaling in MCF10HER2 cells.** Genes shaded red were positively regulated, and genes shaded green were negatively regulated. These genes were differentially regulated compared to HER2 proto-oncogene activity in MCF10A cells.
(TIF) Click here for additional data file.

Figure S3 **Gene expression levels as a function of time in transformed cells after HER2 kinase activity was inhibited by treatment with CP724,714.** mRNA was collected every three hours for 45 hours total, measured by microarray. Data are log2 transformed, mean-centered. (A) Additional genes that were differentially upregulated by the HER2 oncogene in MCF10HER2 cells. (B) Genes that were differentially down-regulated by HER2 oncogene signaling in MCF10HER2 cells. (C) Notable metabolism genes that were not regulated by HER2 oncogene signaling in MCF10HER2 cells. (D) Genes shown in panel C are regulated by the HER2 oncogene in a transformed cell line that is completely growth factor independent, MCF10HER2/E7.
(TIF) Click here for additional data file.

Figure S4 **Expression levels of L-serine biosynthesis pathway enzymes in MCF10A and MCF10HER2 cells.** Data are the average of three independent microarrays (*Bars,* standard error).
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

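The expression data analysed here are from MCF10A cells collected every 3 hours from 0 to 45 hours, treated from 0 hours with the HER2 kinase inhibitor at 1 µM, with 1 Illumina human Ref8v2 array at each of 16 time points. The 0 hour array is labelled as untreated, and it is part of the first 4 time points and the reference of the 1.7-fold count. The labels and the methods give the same times, and the dose is taken from the treatment protocol and the methods. No array was a replicate of another, and no other cell line of the study was analysed here. The most alike arrays were those of 27 and 30 hours (r = 0.996 across probes, SD of the log2 difference 0.21), and no 2 arrays held identical values. The labels name no chip, hybridization date or other batch.

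The authors deposited intensity values for each row and array on a linear scale, without normalization between arrays, and a detection p-value for each, measured against the negative control beads of the array. The paper's methods state quality control and quantile normalization across compared arrays, and for MCF10HER2 cells a selection of genes by a fold change of at least 1.7. They do not name the summary software, a background correction or a filter on detection. The values used in the paper were quantile normalized, and the deposited values are not. Of the 20589 rows, 19092 have detection p-values that are whole multiples of 1 in 708 on every array within 0.001 and so stand for a single probe, and 1497 have combined values. The combined rows distorted the background estimate, so the negative control level was inferred from the single-probe rows. It lay between 166 and 199 with an SD of 35.4 to 44.0.

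Starting from these intensities, all arrays were corrected with normexp (offset 16), quantile normalized and log2 transformed in R 4.3.3 with limma 3.58.1. Figures were drawn with matplotlib 3.10.9. Probes with a detection p under 0.05 on at least 3 of 16 arrays were kept, 11957 in all for 11290 symbols. Intensities near the background are compressed by the offset, which understates the change of dim probes. Where the dim side of a ratio was not above background, the ratio is given as a bound, with the lowest detected single-probe intensity of that array, or the probe's own intensity if higher, as its floor. The symbols are those of the file. Looked up in a table of human genes (GRCh38.p14), 8297 of the 11290 were current symbols, 2140 were a synonym of 1 gene and 853 had no match or several, and those kept the file's symbol. The build of the array's annotation is not named, so no coordinates are given.

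Time-dependent expression was tested with limma's moderated F-test on a natural cubic spline of time with 3 degrees of freedom, with an intensity trend in the prior variance. The last against the first 4 time points were tested with limma in a fit of 4 consecutive groups of 4 time points. These groups are not replicates of a condition, so their spread also holds the change within a group. All adjusted p-values from limma use the Benjamini-Hochberg method over the tested probes, and calls were made under 0.05. The 1.7-fold count has no test, and was set beside counts from 20 simulated series with no change. Correlations with time used 100000 permutations, two-sided, over the main probe of each of 27 tested genes. By r, 10 of the 27 had an adjusted p under 0.05, and by rho 3 did. The correlation of PHGDH over all arrays was planned but is not given, because its arrays fall into separate levels. The 7 gene sets with 132 genes in all were fixed before the data were examined and tested on the slope with time with limma's camera (correlation of 0.01 between genes), and with fry and an estimated correlation. Symbols of the sets were matched as the file writes them.

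Apart from 3 sterol synthesis genes named after their values were seen, the genes named in the text were chosen by a rule set before the data were examined. The rule covers 31 genes that the paper names for any assay, of which 30 symbols were on the array, the 5 largest increases and the 5 largest decreases with a symbol from the first to the last 4 time points among probes past both tests, and the 3 genes with the largest change in each called gene set. For a gene with several probes, the probe with the highest mean intensity is the main one. On simulated data with 200 of 11957 probes changed by 1 log2 unit over the series, the spline test recovered 69% and the last against first test 79% of them, with 7 false calls each. In 20 simulated data sets with independent probes, the gene set test called the changed set each time and made 3 calls among the other 6 sets. The 1.7-fold count recovered all 200 probes raised 2-fold at 1 time point. These values were simulated without noise, so that outcome was fixed in advance and only checks the counting.

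The alternatives tried were no background correction, an offset of 50, median scaling, cyclic loess, other filters, thresholds, curves, references and contrasts, other probes, and leaving out each time point. A chip as a block was planned but was not run, since neither the file nor the labels name the chip of an array.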

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

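The contrast of the last against the first 4 time points and its repeats under other treatments of the intensities were planned, and the other tests in this part were chosen after the values they bear on had been seen. The results named here are steps in the MCF10A series and genes that the paper does not report on, and no series without inhibitor was available to set them against.

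Of the 15 steps between consecutive arrays, 4 had more than 5 times the median step of 126 probes changed at least 1.7-fold. The steps from 0 to 3 hours and from 3 to 6 hours had 641 and 896 such probes. Normalization between the arrays cannot be their whole cause. Under 5 other treatments of the intensities, the raw values included, the smaller of these 2 steps was at least 3.57 times the median step. The step from 0 to 3 hours fell below the limit of 5 times under median scaling and cyclic loess, at 3.57 and 3.76 times the median step. Its place among the flagged steps therefore depends on the scaling. A single misplaced array at 3 hours is excluded as well, because 1531 probes changed between 0 and 6 hours with that array left out. The medium was changed when the inhibitor was added, so a response to the inhibitor and one to fresh medium stay open and were not tested.

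The steps from 9 to 12 hours and from 33 to 36 hours had 880 and 764 changed probes, while the 6 steps inside 12 to 21 hours and 24 to 33 hours had at most 144. Arrays processed as 2 sets of 8, a split that probes never above background show between 21 and 24 hours, cannot be the cause, because only 114 probes changed from 21 to 24 hours. Under the 5 other treatments of the intensities the smaller of the 2 steps was at least 5.44 times the median step. A misplaced array is excluded too, since at least 895 probes changed when the array on either side of a step was left out. A candidate explanation that stays open is that cultures were handled in sets of 4 time points, which would place steps at 12, 24 and 36 hours. The steps at 12 and 36 hours exceed the largest inside step of 144 and the step at 24 hours, with 114, does not, and sets handled alike would leave no step, so this cannot be told apart from a change of the cells at those times. The largest step in the decline of PHGDH lies at the first of these steps, after a smaller decline before it, and the largest step in the rise of VAMP8 at the second.

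With background correction, TNFSF10 had the largest increase by estimate from the first to the last 4 time points. It was at least 10.7-fold higher at 36 to 45 hours, and was above background on 4 of the last 4 arrays and on 0 of the first 4. NOV had the largest decrease by estimate, with a log2 change of -3.08 (standard error 0.20), and was above background on all arrays. A difference between the 2 sets of 8 arrays cannot account for these changes, since with the step between 21 and 24 hours left out of the contrast the larger of the 2 adjusted p-values was 3.1e-05 (limma). Under no background correction, an offset of 50, median scaling and cyclic loess the larger adjusted p of both genes was at most 4.5e-08 (limma). Their ranks were less stable, since without background correction TSC22D3 rose more than TNFSF10 (log2 changes of 2.64 and 2.32) and IGFBP6 fell more than NOV (-2.02 and -1.97), and HMOX1 fell more than NOV (-3.97 and -3.44) when 0 and 3 hours were compared with 42 and 45 hours. TNFSF10 was above background from 30 hours on, with a log2 intensity of 6.25 at 30 hours and 7.11 at 33 hours. The largest part of its increase, to 9.48 at 36 hours, lies at the step from 33 to 36 hours, whose origin is open, and the part before it does not lie at a boundary between sets of 4 time points. A response to HER2 inhibition, time in culture and the handling of cultures stay open.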

How the results depend on the processing

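Among the settings below, the contrast that leaves out the step between 21 and 24 hours, the array set as a covariate and the count of probes above background on all arrays were chosen after seeing the data. No paired analysis was possible because each time point had 1 array.

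Time-dependent expression was called for 6533 probes. A straight line in place of the spline called 1953 probes, of which 1872 were among the 6533, since a line misses courses that turn. Every other setting gave between 4727 and 6870 probes, the lowest when only probes above background at a detection p under 0.01 on all 16 arrays were tested. With the array set as a covariate the count was 5570. Leaving out each time point in turn gave 5964 (without 3 hours) to 6532 probes. Drawing the order of the time points at random gave as many calls in 1 of 100 orders, the real one included, so a random order is unlikely to give this count. The median of the random orders was 0 calls and the highest 2157. Any cause shared by neighbouring arrays would also set the real order apart.

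The last 4 time points differed from the first 4 for 3730 probes. Settings other than those named next gave between 2766 and 3823 with all arrays. The count was 2313 at an adjusted p under 0.01 and 2475 when only the 8 arrays compared entered the fit, which leaves fewer residual degrees of freedom. The contrast without the step between 21 and 24 hours, which adds 2 differences and so has a larger error, called 1617 probes, of which 1578 were among the 3730. Leaving out single time points gave 3086 (without 45 hours) to 4320 probes (without 0 hours). Median scaling moved the share of higher probes from 51.8% to 73.1%, with 2794 higher and 1029 lower, and the median change of all tested probes from -0.02 to 0.07. Of the 35 splits of these 8 arrays into 4 and 4, 1 gave as many calls, the real one, and the next gave 83. A random split is therefore unlikely to give this count, although 1 of 35 is the least that the test can give. Only the real split keeps neighbouring time points together, so any cause shared by neighbouring arrays would give the same outcome. The real split also follows the 2 sets of 8 arrays.

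The 1.7-fold count depended most on the treatment of dim probes. It was 5233, against 2187 without background correction, 2700 when a detection p under 0.01 was required on all 16 arrays and 3877 for probes above background at 0.05 on all arrays. It was 2947 with a threshold of 2-fold and 3313 when 2 consecutive time points were required. Leaving out a later time point gave 4954 to 5186.

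For PHGDH the ratio of highest to lowest was 2.37, between 2.23 and 2.59 under the settings with all arrays, and between 2.11 (without 0 hours) and 2.38 (without 27 hours) with single arrays left out. For VAMP8 it was 1.65, between 1.64 and 1.73 under the other treatments of the intensities and the fitted spline, and between 1.5 (without 45 hours) and 1.65 (without 18 hours) with single arrays left out. The value at 0 hours over that at 45 hours was 0.725 for VAMP8, a ratio of another kind. Both genes have 1 probe.

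Of the 6 tested genes ACLY, PDK2, PDK3, PDK4, INSIG1 and SGK, 4 were time-dependent, 1 under the filter on all 16 arrays, which leaves the dim PDK probes untested, 2 with a straight line, and 4 to 6 under the others. The INSIG1 change from the first to the last time points reversed, from 0.31 to -1.50, when 0 and 3 hours were compared with 42 and 45 hours, since 6 and 9 hours, where its main probe was lowest, then left the first group. Without background correction the ratios of PDK2, PDK3 and PDK4 shrank to 1.39, 1.60 and 5.96. Without the 0 hour array SGK was higher at the last time points by 0.56 (adjusted p = 4.5e-05, limma), and at 0.15 with it was not past the threshold. The 10 genes with the largest changes kept direction and side of the threshold in 260 of 262 values, and HMOX1 lost its call with only the 8 arrays compared and with the contrast without the step between 21 and 24 hours.

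Of the 7 gene sets, 6 were called by camera with a preset correlation, 4 by fry and 0 with an estimated correlation, where 0 sets also had an unadjusted p under 0.05. Leaving out single time points gave 3 to 6 sets. Without the 45 hour array 3 were called, and the sets for DNA replication, glycolysis and FOXO targets each had an adjusted p of 0.067 (camera). The sterol set lost its call without the 0 hour array (adjusted p = 0.13, camera) and without the 3 hour array (adjusted p = 0.064, camera). With single arrays left out, its mean log2 change ran from -0.61 to -0.27. The mean change ran from 0.58 to 1.39 for FOXO targets and from -0.39 to -0.17 for glycolysis. It ran from -0.88 to -0.41 for DNA replication, -0.81 to -0.49 for serine synthesis and -1.16 to -0.66 for mitosis. Random orders of the time points called as many sets in 6 of 100 orders, the real one included, and 3 sets in the median order, so chance cannot be excluded for the number of sets called. For probes near background, where arrays measure signal over background poorly, ratios are bounds.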

Differences from the paper's values

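The PHGDH change over the series and the mean-centred PHGDH and VAMP8 values compared with Figure 4A lay within the limits for a difference under the settings tried. The paper states that VAMP8 was not repressed by HER2 signaling in MCF10A cells. In the MCF10A arrays VAMP8 first fell slightly and after 33 hours of inhibition rose above its starting level, by a log2 value of 0.46 at 45 hours against 0 hours and by 0.29 for the last against the first 4 time points (adjusted p = 0.00039, limma). With the contrast that leaves out the step between 21 and 24 hours, chosen after seeing the values, the change was 0.34 (adjusted p = 0.0048, limma).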

Other observations

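The tests of array sets and the contrast without the step between them, and those of slopes, sterol genes and DNA replication genes in this part were chosen after the values had been seen.

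On the slope with time, camera (correlation of 0.01) called lower expression over the series for the sets of mitosis (mean log2 change over 45 hours -0.995, adjusted p = 3.5e-06, limma), serine synthesis and amino acid response (-0.74), sterol and fatty acid synthesis (-0.49), DNA replication and G1/S (-0.65) and glycolysis (-0.28), and higher expression for FOXO targets (0.78). Only mitosis, serine synthesis and glycolysis of these were also called by fry, which in addition called MAPK feedback, a set whose median (0.19) and mean (-0.19) differ in sign. Since random orders of the time points called as many sets in 6 of 100 orders, these calls are not evidence that the sets stand apart. The genes with the largest changes were UBE2C, KIF20A and AURKB for mitosis, and PSAT1, SLC3A2 and SLC7A5 for serine synthesis. For sterol synthesis they were LSS and INSIG1, each by its dimmer probe, and MVD. For DNA replication they were FEN1, RRM2 and TYMS, and for glycolysis PGAM1, SLC2A1 and ALDOC. For FOXO targets they were PDK4, BCL6 and FBXO32.

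Among genes that the paper discusses for other cells or assays, PSAT1 fell over the series (log2 change of -1.56, standard error 0.16, adjusted p = 1.8e-06, limma), with r = -0.89 against time (permutation p = 1e-05, the smallest that the permutations can give) and rho = -0.85 (permutation p = 0.0001). Its second probe was not above background on any array. PSPH fell by 0.84 on the log2 scale (adjusted p = 0.013, limma), a call that was lost when only the 8 arrays compared entered the fit (adjusted p = 0.077) and with the contrast without the step between 21 and 24 hours (adjusted p = 0.089). LDHA, which the paper discusses for MCF10HER2 and MCF10HER2/E7 cells, was time-dependent in MCF10A cells (adjusted p = 4.1e-06 for the spline, limma), at 14.86 ± 0.17 at 0 to 9 hours, 15.50 ± 0.07 at 12 to 21 hours and 15.13 ± 0.03 at 36 to 45 hours. IRS1 rose by a log2 value of 0.92 (adjusted p = 0.0053, limma), a call lost with the same contrast (adjusted p = 0.13), and IRS2 changed by -0.76 (adjusted p = 0.0010, limma). ERBB2, FGFR2 and C8orf4 were at or near background.

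The array values of 6719 single-probe rows that were never above background split the arrays into 0 to 21 hours and 24 to 45 hours. Of the 6435 ways to split the 16 arrays into 8 and 8, 1 gave as large a difference between the correlation within and between the sets, the real one. Because the split was seen in these same values, this count describes it and does not test it. Whether a gradual drift over the series is the cause could not be decided. The mean r was -0.085 ± 0.013 between the 12 to 21 hour and the 24 to 33 hour arrays (SD over 16 pairs of arrays). Between the 0 to 9 hour and the 36 to 45 hour arrays it was -0.086 ± 0.016, a ratio of 0.99. A linear drift alone would give a ratio of 0.11. Each probe was centred on its mean over the 16 arrays, which by itself makes r between arrays negative. The ratio therefore cannot exclude a drift. The inferred background level split at the same place, at 187.8 to 198.6 for 0 to 21 hours and 165.8 to 184.9 for 24 to 45 hours. The lowest intensity of an array did too, at 121.4 to 129.1 against 36.9 to 118.4. These values go with arrays processed in sets of 8. They do not settle it, since the labels do not name such sets, so that explanation stays open.

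Several genes seemed to repeat the same trend inside successive groups of 4 time points, and the hypothesis that cultures were handled in sets of 4 was tested across probes. The slopes inside 12 to 21 hours and inside 24 to 33 hours had a Pearson r of 0.13 across probes, which are not independent replicates, and 76 of 576 reorderings of the arrays inside the groups gave as large an absolute r (exact permutation p = 0.13, adjusted p = 0.30 over 3 pairs of neighbouring groups). For 0 to 9 hours against 12 to 21 hours r was -0.04 (exact permutation p = 0.39, adjusted p = 0.39), and for 24 to 33 hours against 36 to 45 hours it was 0.16 (exact permutation p = 0.20, adjusted p = 0.30). The tests did not separate the trend from chance, and a rhythm of the cells would predict the same.

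Sterol and fatty acid synthesis genes were lower at 6 and 9 hours than at 0 and 3 hours. The median change of their 24 probes was -0.74 on the log2 scale, 23 of 24 probes were lower, and the median lay at percentile 0 of 10000 random lists matched on mean expression, whose lowest median was -0.41. A fault of single probes cannot account for a change of the whole set. HMGCS1, SREBF1 and IDI1, named after their values were seen, had log2 changes of -2.32, -2.10 and -1.70 and lay higher again at 12 to 21 hours. The probes of the set then went both ways. At 12 to 21 hours 14 of the 24 probes were higher than at 6 and 9 hours and 10 were lower. The brighter LSS probe (11.95 to 11.06) and MVD (10.42 to 9.66) were among the lower ones. The median over the set's probes of the mean-centred log2 intensity was 0.71 at 0 hours and 0.80 at 3 hours. It was -0.22 at 12 hours, 0.05 at 21 hours and -0.10 at 45 hours. These values argue against the handling of the 6 and 9 hour arrays as the whole cause of the set's fall. That handling stays open for the part that reversed in 14 of the 24 probes. With 1 array per time point, whether the inhibitor or the fresh medium lies behind the fall was not tested.

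DNA replication genes were higher at 12 to 21 hours than at 0 to 9 hours, by a median of 0.69 on the log2 scale in 18 of 18 probes, and lower at 36 to 45 hours than at 24 to 33 hours, by a median change of -1.28, with 0 of 18 probes higher. Between 12 to 21 hours and 24 to 33 hours the median change was -0.09. The 2 sets of 8 arrays therefore cannot be the cause, since both changes lie inside a set. Whether these changes follow the inhibitor or the medium change was not tested.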
